# Increased Orexin by High Concentration of Sevoflurane Enhances the Suprahyoid Muscle Activity Involves in Gasping‐Like Respiration of Mice

**DOI:** 10.1096/fba.2025-00272

**Published:** 2026-01-21

**Authors:** Yoko Irukayama‐Tomobe, Jun‐Dal Kim, Hisayo Jin, Saki Taiji, Tsuyoshi Nemoto, Dai Horiuchi, Yunosuke Ogata, Tomoya Hamamura, Tomoko Misawa, Takashi Kanbayashi, Takashi Nishino, Shiroh Isono, Takuji Suzuki, Yoshitoshi Kasuya, Koichiro Tatsumi

**Keywords:** gasping respiration, hypothalamic transcriptome, orexin, sevoflurane, suprahyoid muscle

## Abstract

Gasping respiration enhances survival chances during cardiac arrest by activating the suprahyoid muscles (SHMs), which are crucial for airway dilation. We previously reported that the high concentration of sevoflurane (6.5%: 2.0 minimum alveolar concentration, MAC) leads to gasping‐like respiration in mice. Here, to understand the molecular mechanisms of this phenomenon, we compared the hypothalamic transcriptome profiles among control, 2.3% sevoflurane (0.7 MAC; eupnea), and 2.0 MAC groups and identified the differentially expressed genes (DEGs), in which hypocretin (orexin) precursor (*Hcrt*) gene expression was significantly elevated in the 2.0 MAC group. Notably, the intracerebroventricular administration of orexin enhanced SHM activity at 0.7 MAC. Our findings suggest that the 2.0 MAC sevoflurane‐induced increases in orexin enhance activation of SHMs resulting in the involvement of gasping respiration.

## 1 Introduction

Gasping respiration, characterized by labored breathing, is a critical self‐resuscitative mechanism during severe hypoxia. It is associated with improved survival outcomes in patients experiencing cardiac arrest [1]. The survival rate is reported to be only 9.4% in cases without gasping, whereas it rises to 39% in cases with gasping [2]. Gasping respiration has been linked to increased activity in the suprahyoid muscles (SHMs), specifically the genioglossus and geniohyoid muscles, which are crucial for tongue protrusion and maintaining upper airway patency [3]. Although gasping is thought to represent a simplified respiratory state, the precise neural and molecular mechanisms underlying this phenomenon remain elusive.

Sevoflurane, a widely used inhalational anesthetic, is favored for its minimal airway irritation, making it the agent of choice for maintaining anesthesia during spontaneous breathing [4]. Additionally, it is effective in managing severe asthma exacerbations due to its bronchodilatory and anti‐inflammatory properties [5, 6]. We have previously reported alterations in respiratory patterns with increasing sevoflurane concentrations, including increased tidal volume and decreased respiratory frequency [7]. Besides, a high concentration of sevoflurane (6.5%, 2.0 minimum alveolar concentration, MAC) induces a gasping‐like respiratory pattern, resembling that observed in mice exposed to severe hypoxia (5% O_2_) [3].

In a recent study, we found that riluzole, a persistent sodium channel blocker, suppresses both sevoflurane‐ and hypoxia‐induced gasping in mice [8]. Although their mechanisms may differ, both likely involve activation of persistent sodium currents in brainstem pacemaker neurons. We used high‐concentration sevoflurane to induce gasping because it provides a more stable and reproducible model than hypoxia‐induced gasping, which is technically more difficult to control and shows greater variability. However, our understanding of the molecular mechanisms governing gasping‐like respiration remains incomplete. In the current study, to understand the molecular mechanisms underlying the sevoflurane‐induced gasping‐like respiration in mice, we performed comprehensive hypothalamic transcriptome analysis.

## 2 Materials and Methods

### 2.1 Ethical Approval

The experimental protocols and the number of animals used in the experiments were approved by the Animal Experiments and Use Committee of the University of Chiba (approval number 6‐79). All methods were performed in accordance with the Animal Research Reporting of In vivo Experiments guidelines.

### 2.2 Experimental Setup, Measurements, and Protocols

All animal experiments were conducted as previously reported [3, 7]. Mice were tracheally intubated under 2.0%–2.5% sevoflurane anesthesia in oxygen‐enriched air and allowed to breathe spontaneously. Body temperature was maintained at 37°C ± 0.5°C using a heating pad. After confirming stable respiration and anesthesia, gasping was induced by rapidly increasing the sevoflurane concentration to 2.0 MAC (≈ 6.5%) under 100% hyperoxia, as described previously [7]. The 0.7 MAC hyperoxia condition served as the baseline control because hyperoxia alone does not induce gasping. 0.7 MAC under hyperoxic conditions was used as the baseline for comparison with 2.0 MAC (≈ 6.5%) sevoflurane. Orexin A (4 nmol, 1 μL) or vehicle was injected into the lateral ventricle via a guide cannula under sevoflurane anesthesia. Suprahyoid muscle EMG activity was recorded for 1 h after injection.

### 2.3 RNA Sequencing and Functional Enrichment Analysis

Mice were perfused intracardially with ice‐cold diethylpyrocarbonate (DEPC)‐treated PBS to remove blood cells. The cortex, cerebellum, and olfactory bulb were rapidly dissected, and the remaining hypothalamic region was homogenized in ISOGEN (Fujifilm, Japan) for total RNA extraction.

RNA sequencing analysis was performed as previously described [9]. Reads were mapped to the GRCm38/mm10 mouse reference genome and quantified using the CLC Genomics Workbench (version 23.0.5, QIAGEN). The read counts were normalized by calculating the number of reads per kilobase per million reads (RPKM) for each transcript in individual samples using CLC Genomics Workbench software (version 23.0.5, QIAGEN). The differentially expressed genes (DEGs) were identified using fold‐change −2 to +2 filtering analysis with an FDR of *p* < 0.05. The web‐based *Enrichr* suite (http://amp.pharm.mssm.edu/Enrichr) was used to assign GO terms for molecular function and biological processes enrichment of DEGs between sample groups.

### 2.4 Quantitative Real‐Time PCR Analysis

Total hypothalamic RNA from mice was reverse‐transcribed using ReverTra Ace (TOYOBO) to synthesize single‐stranded cDNA, according to the manufacturer's instructions. Quantitative real‐time PCR was performed using a duplex CFX Duet real‐time PCR system (Bio‐Rad) and SYBR Green KAPA qPCR master mix (Roche Diagnostic). The cDNA samples were amplified using predesigned primers for *Gapdh* (Primer Set ID: MA050371, Takara), *Hcrt* (forward primer, 5′‐AACTTTCCTTCTACAAAGGTTCC‐3′; reverse primer, 5′‐CGCTTTCCCAGAGTCAGGAT‐3′) in a duplex CFX Duet real‐time PCR system (Bio‐Rad). Data were normalized to the mRNA levels of *Gapdh*, and the ΔΔ*Ct* method was applied for all comparative analyses.

## 3 Results and Discussion

In mice, a baseline level of sevoflurane anesthesia is maintained at 0.7 MAC. Under hyperoxic conditions, increasing the sevoflurane concentration to a deep anesthesia level (2.0 MAC) induces gasping‐like respiration, which is characterized by decreased respiratory frequency (fR) and a twofold increase in tidal volume (*V*_*t*_) compared to baseline eupnea (Figure 1A,B). At 2.0 MAC, the activity of SHMs—comprising four distinct muscles essential for mandibular movement and upper airway patency—was significantly enhanced, supporting the maintenance of gasping‐like respiration (Figure 1C,D and Table S1).

**FIGURE 1:**
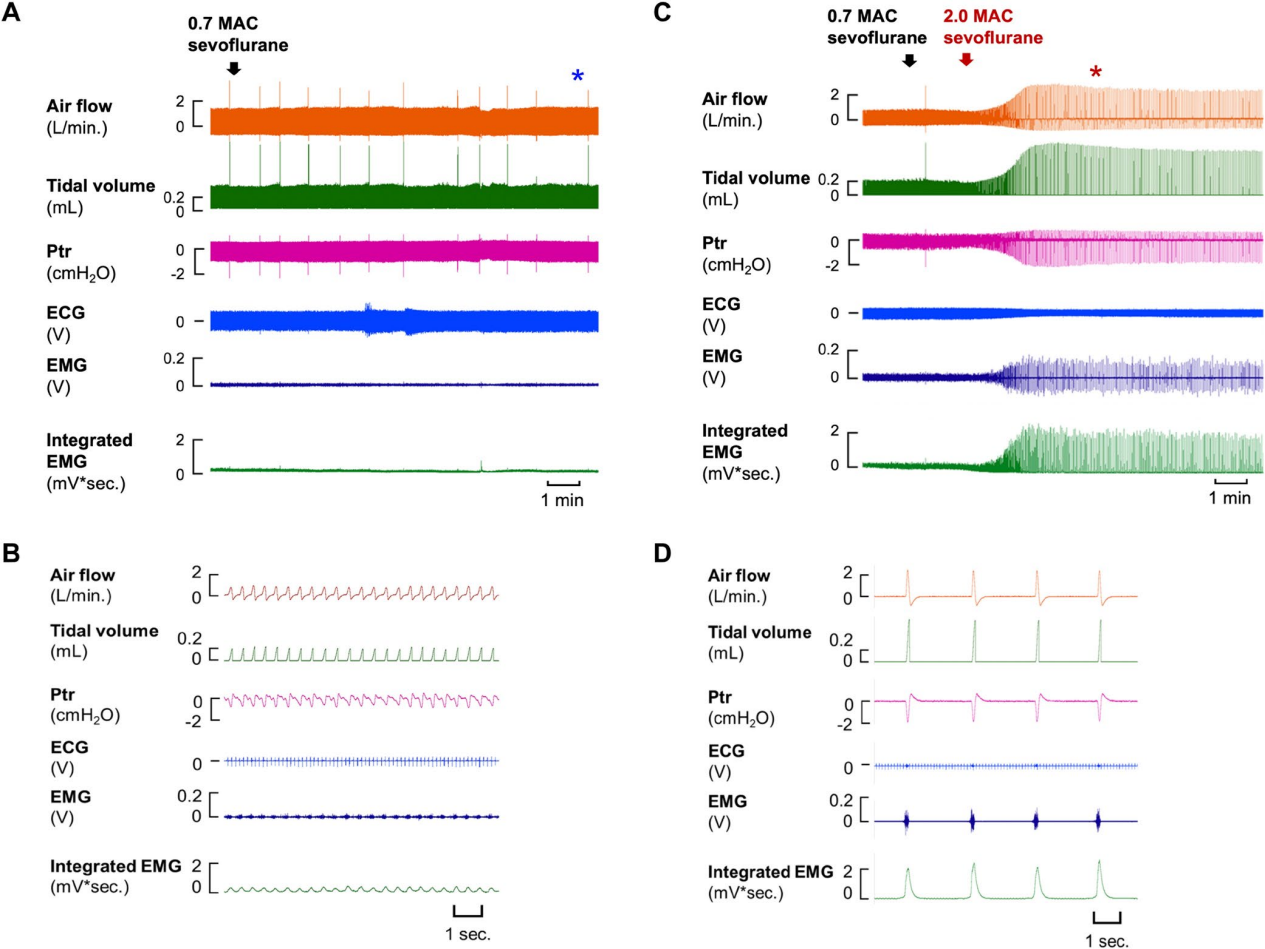
Induction of gasping‐like respiration by high concentration of sevoflurane in mice. (A) Representative traces of ventilatory responses, ECG, and EMG under eupnea (0.7 MAC sevoflurane). (B) Enlarged view of the region marked with blue asterisk in (A). (C) Representative traces of ventilatory responses, ECG, and EMG under 2.0 MAC sevoflurane. (D) Enlarged view of the region marked with red asterisk in (C).

Breathing, a tightly regulated physiological process, is controlled by neural circuits that adjust respiratory drives in accordance with behavioral state and metabolic demands. Within this regulatory network, hypothalamic neurons play a pivotal role in controlling respiratory rate and depth [10]. 

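RNA sequencing covered brain tissue of male C57BL/6J mice, an inbred laboratory strain, in 3 groups of 3 libraries each. MAC, the minimum alveolar concentration, is the unit in which doses of inhaled anesthetics are given. Mice of the 2.0 MAC group breathed 2.0 MAC sevoflurane for 30 min and then 0.7 MAC for 90 min. Mice of the 0.7 MAC group breathed 0.7 MAC for 120 min, and the control mice moved freely for 120 min without sevoflurane. The paper's methods describe sevoflurane under hyperoxia, and do not state whether the control mice breathed added oxygen. The paper's methods describe the tissue as the hypothalamic region that remained after dissection of the cortex, cerebellum and olfactory bulb. The sample labels also name it hypothalamus, and the extraction text of the same labels names whole brain and neurospheres, so the exact extent of the pieces is not known. Whether each library came from a separate mouse is not stated in the labels, and the p-values measure the spread between libraries. Ribosomal RNA was depleted and the library kit kept the strand. The authors mapped the reads to GRCm38/mm10 and counted them per gene in CLC Genomics Workbench. The deposited table gives 49585 genes with whole-number reads per gene, split into exon and intron reads, beside the authors' RPKM. The exon-based reads, which the table calls expression values, were used here without any normalization by the authors. They numbered 6221872 to 6805725 per library in the control group (median 6382725), 6145331 to 7178568 in the 0.7 MAC group (median 6715334) and 5321491 to 7134505 in the 2.0 MAC group (median 6126205). Introns held 59.56% to 60.91% of all gene reads in the control group, 60.04% to 62.02% in the 0.7 MAC group and 58.87% to 59.08% in the 2.0 MAC group. Genes with too few reads were removed with edgeR's filterByExpr at a minimum count of 10, which left 14140 genes. The 9 libraries were fitted together with TMM factors, and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A differentially expressed gene had an adjusted p under 0.05 and a fold change of at least 2, the thresholds of the paper's methods. Levels are given as normalized CPM, as the mean ± SD over 3 libraries.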

To gain insight into how high concentrations of sevoflurane alter hypothalamic transcripts and the occurrence of gasping respiration, we conducted RNA sequencing in hypothalamic tissues of the 0.7 MAC and 2.0 MAC groups. A total of 250 DEGs were identified, of which 23 were upregulated and 227 were downregulated in the 2.0 MAC group (Figure 2A and Table S2). 

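Genes that mark the cerebral cortex, hippocampus and striatum were lower in the 2.0 MAC group than in the 0.7 MAC group, and genes that mark the hypothalamus, thalamus, midbrain, hindbrain and oligodendrocytes were higher. Of 28 tested genes of the cerebral cortex and hippocampus, 22 fell (23 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -1.56. Tbr1, a transcription factor of deep-layer cortical neurons, fell from 37.1 ± 11.3 to 5.25 ± 1.34 CPM (SD, n = 3 libraries each), a log2 fold change of -2.79 (standard error 0.36, adjusted p = 6.72e-05). Of 29 striatum genes, 24 fell (24 lower when adjusted over the list alone), with a median of -1.09. Pde10a, a phosphodiesterase of striatal projection neurons, had a log2 fold change of -1.34 (standard error 0.12, adjusted p = 6.47e-06). Camera, which compares a list with all other genes, gave adjusted p = 1.44e-36 for the cortex list and 1.00e-31 for the striatum list (adjusted p = 0.0887 and adjusted p = 0.0962 with an estimated correlation). In all, 18 genes were upregulated (9 without 2.0 MAC replicate 1 and 11 without 2.0 MAC replicate 2) and 186 were downregulated by at least 2-fold in the 2.0 MAC group, and 845 rose and 1235 fell at any fold. Among the downregulated genes were further cortical transcription factors, with log2 fold changes of -2.63 for Fezf2 and -2.28 for Emx1, and Dkkl1 at -4.37. Of 38 immediate early genes, 13 fell (15 lower and 1 higher when adjusted over the list alone), Egr3 by 1.86, Nr4a2 by 1.58 and Homer1 by 1.12 on the log2 scale. Active neurons switch on such genes, but 11 of the 38 are in another list, among them Klf4 in that of the vascular response. The list had a camera adjusted p = 3.67e-06 (adjusted p = 0.209 with an estimated correlation), and its member Nr4a2 is also in the cortex list. Of 22 hypothalamus genes, 10 rose and Fam19a1 fell (13 higher and 1 lower when adjusted over the list alone), with a median of 0.57 and a camera adjusted p = 4.42e-07 (adjusted p = 0.0887 with an estimated correlation). Of 27 hindbrain genes, 10 rose (16 higher when adjusted over the list alone), among them the glycine transporter gene Slc6a5 at a log2 fold change of 0.75 and the glycine receptor gene Glra1 at 0.90. Their median was 0.83, with a camera adjusted p = 2.40e-09 (adjusted p = 0.0887 with an estimated correlation). Of 29 genes of the thalamus and habenula, 16 rose and 2 fell (19 higher and 2 lower when adjusted over the list alone), with a median of 0.36 and a camera adjusted p = 1.28e-11 (adjusted p = 0.0887 with an estimated correlation). Of 21 midbrain genes, 6 rose (9 higher when adjusted over the list alone), with a median of 0.50 and a camera adjusted p = 8.31e-06 (adjusted p = 0.125 with an estimated correlation). Of 14 genes of monoaminergic neurons, 8 rose (10 higher when adjusted over the list alone), among them Tph2, which makes serotonin in raphe neurons, at 0.88, with a camera adjusted p = 2.28e-07 (adjusted p = 0.139 with an estimated correlation). Of 28 oligodendrocyte genes, 26 rose (28 higher when adjusted over the list alone), with the myelin genes Mbp and Mag both at 0.53 and a camera adjusted p = 4.44e-29 (adjusted p = 0.0887 with an estimated correlation). Of 27 astrocyte genes, 16 rose and 2 fell (18 higher and 2 lower when adjusted over the list alone), with a median of 0.24 and a camera adjusted p = 6.26e-09 (adjusted p = 0.0887 with an estimated correlation). When the mean level of the cortex and striatum genes was added as a covariate, a setting chosen after the data were seen, edgeR called 0 genes by at least 2-fold in either direction, with 126 higher and 162 lower at an unadjusted p under 0.05, against 18 and 186 called by edgeR (36 and 214 at an unadjusted p under 0.05) and 9 and 161 by DESeq2 without the covariate, of whose variance 92.7% lies between the groups, so that it takes up much of the contrast itself. In that fit the log2 fold changes of Tbr1, Emx1, Pde10a and Fam19a1 turned positive and that of Slc6a5 negative, none past the test. Tbr1, Emx1 and Pde10a are themselves part of the covariate, so the loss of their fall follows from its construction. The medians of the immediate early gene list and the striatum list also turned positive in that fit, and the striatum genes are part of the covariate too.

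**Figure D1:**
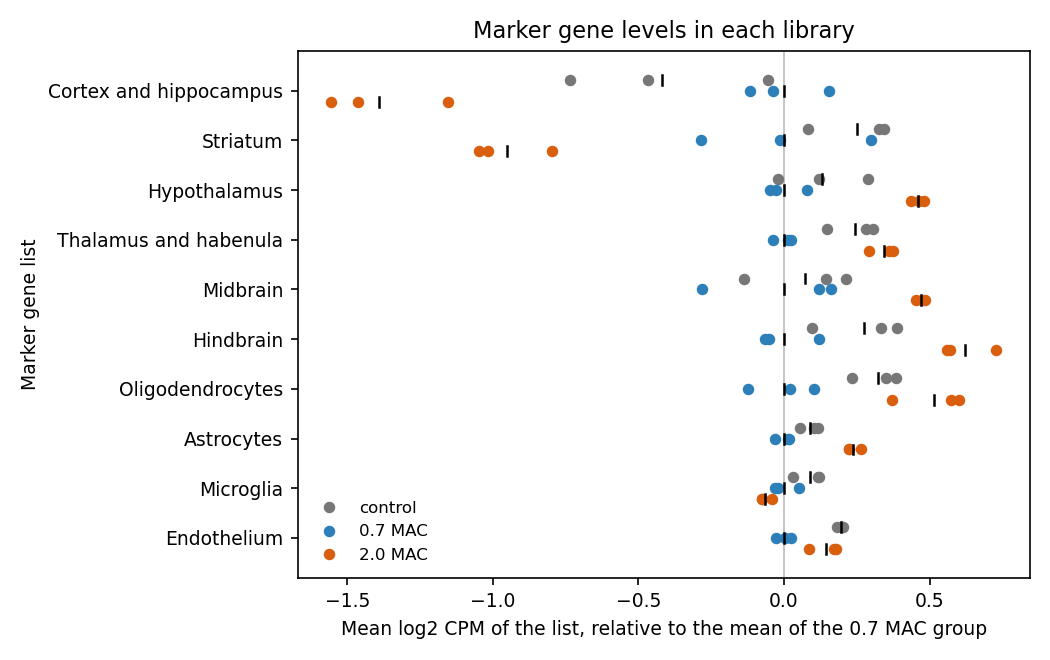
Mean log2 CPM of each marker gene list in each library, relative to the mean of the 0.7 MAC group (horizontal axis), for 10 lists (vertical axis). Each point is a library, colored by group, and black bars are group means over 3 libraries. The 3 libraries of the 2.0 MAC group lie below all other libraries for the cortex and striatum lists and above all other libraries for the hypothalamus, midbrain and hindbrain lists.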

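Genes upregulated in the 2.0 MAC group included a hormone receptor gene, transcription factor genes of the hindbrain, a gene of innate immunity and a long noncoding RNA gene. Ghsr, the receptor of the hunger hormone ghrelin, was at 3.29 ± 0.482 CPM after 2.0 MAC and 1.28 ± 0.459 CPM at 0.7 MAC (SD, n = 3 libraries each), a log2 fold change of 1.35 (standard error 0.35, adjusted p = 0.0138). Of the 23 upregulated genes of Table S2, 18 had enough reads to be tested and 17 were called again at the same thresholds (18 higher when adjusted over the list alone). The study chose these genes on the same libraries, so the counts are not independent evidence of their direction. As a list they had a camera adjusted p = 1.46e-11 (adjusted p = 0.0887 with an estimated correlation). Prrxl1, a transcription factor of sensory relay neurons of the hindbrain and spinal cord, had a log2 fold change of 1.16 (adjusted p = 0.0119), and Pax2, a transcription factor of developing midbrain and hindbrain, of 1.04 (adjusted p = 0.00268). Tlr2, a receptor of innate immunity, had a log2 fold change of 1.26 (adjusted p = 0.0376), and the long noncoding RNA gene Lncenc1 of 1.24 (adjusted p = 0.00343). Prrxl1 and Pax2 belong to the hindbrain list, which was higher in the 2.0 MAC group. Vmn2r1, a vomeronasal receptor gene named here after its value was seen, was the only upregulated gene outside Table S2, at a log2 fold change of 1.09 (standard error 0.35, adjusted p = 0.0448). Of 23 genes of the circadian clock, 3 fell (3 lower when adjusted over the list alone), with a median of -0.10 and a camera adjusted p = 0.157. The genes rest on few reads, 122 for Ghsr and 112 for Tlr2 over the 9 libraries. Of the 23 genes, 8, 9 and 8 were called without replicates 1, 2 and 3 of 0.7 MAC, and 7 and 8 without replicates 1 and 2 of 2.0 MAC, and Ghsr and Pax2 turned to negative log2 fold changes with the covariate of cortex and striatum genes.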

As shown in Figure 2B, the enriched GO terms of the upregulated 23 DEGs based on the Biological Processes showed that they were associated with “Circadian sleep/wake cycle, wakefulness” and “Regulation of secretion by cell”. Moreover, in the Molecular Function, the terms were associated with “Neuropeptide activity”, “Type 1 orexin receptor binding”, and “Type 2 orexin receptor binding” (Figure 2C). 

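Genes of neuropeptide precursors moved in both directions between the 2.0 MAC and 0.7 MAC groups, and the ones that rose included several made in the hypothalamus. Crh, which encodes corticotropin-releasing hormone of the stress axis, rose from 3.00 ± 0.798 to 6.09 ± 0.353 CPM (SD, n = 3 libraries each), a log2 fold change of 1.01 (standard error 0.22, adjusted p = 0.00502). Pmch, which encodes melanin-concentrating hormone and is made by neurons intermingled with the orexin neurons of the lateral hypothalamus, rose from 14.2 ± 1.82 to 27.4 ± 1.65 CPM, a log2 fold change of 0.95 (standard error 0.12, adjusted p = 8.15e-05). Of 33 tested precursor genes, 10 rose and 7 fell (16 higher and 7 lower when adjusted over the list alone). The list as a whole did not pass camera (adjusted p = 0.0549, and adjusted p = 0.148 with an estimated correlation). Among the genes that fell were Penk and Cck, abundant in the striatum and cortex, with log2 fold changes of -0.87 and -0.98, and Pdyn at -0.69. Those of Penk and Pdyn turned positive with the covariate of cortex and striatum genes, which include Penk. The granin gene Scg2, whose product sits in secretory vesicles, had a log2 fold change of 0.36 (adjusted p = 2.36e-04). Hcrt and Crh were the 2 precursor genes among the upregulated genes, an odds ratio of 56.6 against all tested genes (95% confidence interval 6.07 to 259, two-sided Fisher's exact test, p = 7.89e-04). Among all genes that rose at any fold, the odds ratio was 6.91 (2.92 to 15.2, two-sided Fisher's exact test, p = 1.44e-05). The type 1 orexin receptor gene Hcrtr1 had a log2 fold change of 0.55 (standard error 0.28, adjusted p = 0.223) and the type 2 receptor gene Hcrtr2 of 0.24 (standard error 0.19, adjusted p = 0.462), neither past the threshold. Hcrt and Crh were chosen by the study on these libraries, so the first odds ratio is not independent evidence. The second counts them too, among 10 precursor genes. Precursor genes among the genes that fell, 7 of 33 against 1235 of all 14140 genes, were not tested in this way. The first odds ratio rested on a single precursor gene, with odds ratios of 34.3 (p = 0.0317) without 0.7 MAC replicate 2 and 55.8 (p = 0.0205) without 2.0 MAC replicate 1, from the same exact test.

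**Figure D2:**
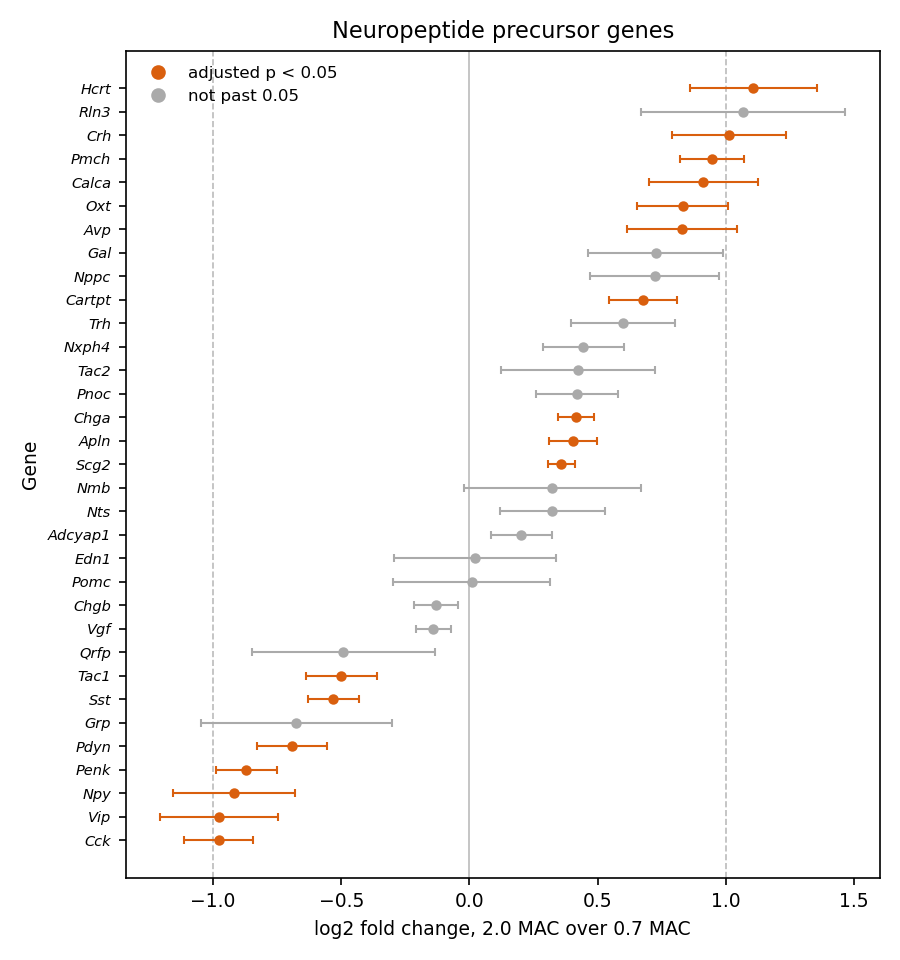
Log2 fold change between 2.0 MAC and 0.7 MAC (horizontal axis) of the 33 tested neuropeptide precursor genes (vertical axis), with bars of 1 standard error from the fit of 3 libraries per group. Orange points passed an adjusted p of 0.05, gray points did not, and dashed lines mark a change of 2-fold. Hcrt is the highest and Cck the lowest.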

Importantly, expression of the hypocretin (orexin) neuropeptide precursor (*Hcrt*) gene, which is commonly included in the above terms, was significantly increased in 2.0 MAC mice as compared to that in 0.7 MAC mice (Figure 2D).

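Hcrt, the gene of the precursor of orexin A and orexin B, was 2.16-fold higher in the 2.0 MAC group than in the 0.7 MAC group by sequencing. Its level was 8.80 ± 2.13 CPM after 2.0 MAC and 3.98 ± 1.35 CPM at 0.7 MAC (SD, n = 3 libraries each), with every library of the first group above every library of the second. The log2 fold change was 1.11 (standard error 0.25, adjusted p = 0.0056 from edgeR's quasi-likelihood test). In control mice Hcrt was at 6.13 ± 0.763 CPM, between both sevoflurane groups. Neither sevoflurane group passed the test against control, with log2 fold changes of -0.61 (standard error 0.26, adjusted p = 0.268) for 0.7 MAC and 0.50 (standard error 0.23, adjusted p = 0.209) for 2.0 MAC. Hcrt (ENSMUSG00000045471) lies on the minus strand of chromosome 11 of GRCm38 from 100761069 to 100762931, where 2 transcripts of 2 and 3 exons are annotated. Its reads numbered 33, 44 and 41 in the control libraries, 39, 23 and 18 in the 0.7 MAC libraries and 55, 61 and 46 in the 2.0 MAC libraries. Relative to the housekeeping gene Gapdh, the scale of Fig. 2D, Hcrt had 69.9 ± 15.8 reads per 1000 Gapdh reads after 2.0 MAC, 33.6 ± 10.4 at 0.7 MAC and 50.9 ± 10.2 in control libraries (SD, n = 3 libraries each). The ratio was 2.08-fold higher after 2.0 MAC than at 0.7 MAC (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Gapdh itself had a log2 fold change of 0.09 (standard error 0.07, adjusted p = 0.441). The paper's methods also measure Hcrt relative to Gapdh by quantitative PCR, a different assay from the sequencing reads used here. Of 11 genes of orexin neurons, Hcrt and the transcription factor gene Lhx9 (log2 fold change 0.60) rose and 3 fell (3 higher and 3 lower when adjusted over the list alone), with a camera adjusted p = 0.714. The log2 fold change of Pmch, the gene of neighboring neurons of the lateral hypothalamus, was lower than that of Hcrt by 0.16 (standard error of the difference 0.28). With the covariate of cortex and striatum genes, which the groups nearly determine and which therefore takes up much of the contrast itself, the log2 fold change of Hcrt was -0.65 (standard error 0.74, adjusted p = 0.999), and over all alternatives its adjusted p lay between 9.81e-06 and 0.999. The paper names Hcrt as common to enriched terms and as higher in 2.0 MAC mice, calls it a candidate gene for gasping-like respiration and goes on to give orexin into the cerebral ventricle.

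**Figure D3:**
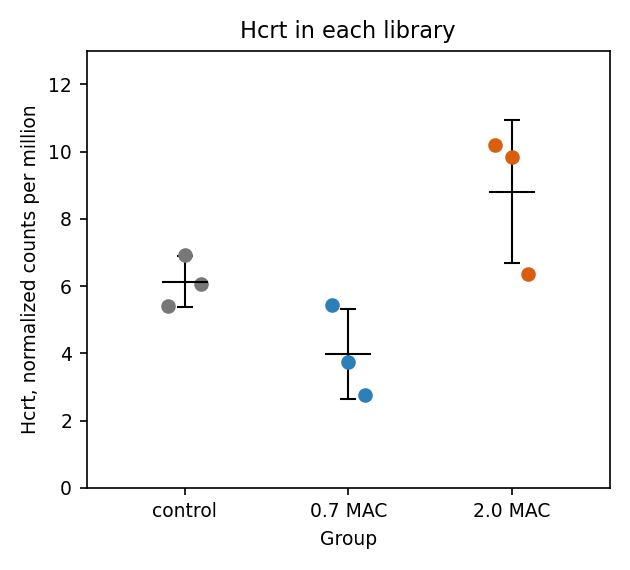
Normalized CPM of Hcrt (vertical axis) in each library of the control, 0.7 MAC and 2.0 MAC groups (horizontal axis). Points are libraries, and bars show the mean and SD of 3 libraries. The 2.0 MAC libraries lie between 6.35 and 10.2 CPM and the 0.7 MAC libraries between 2.76 and 5.43 CPM.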

**FIGURE 2:**
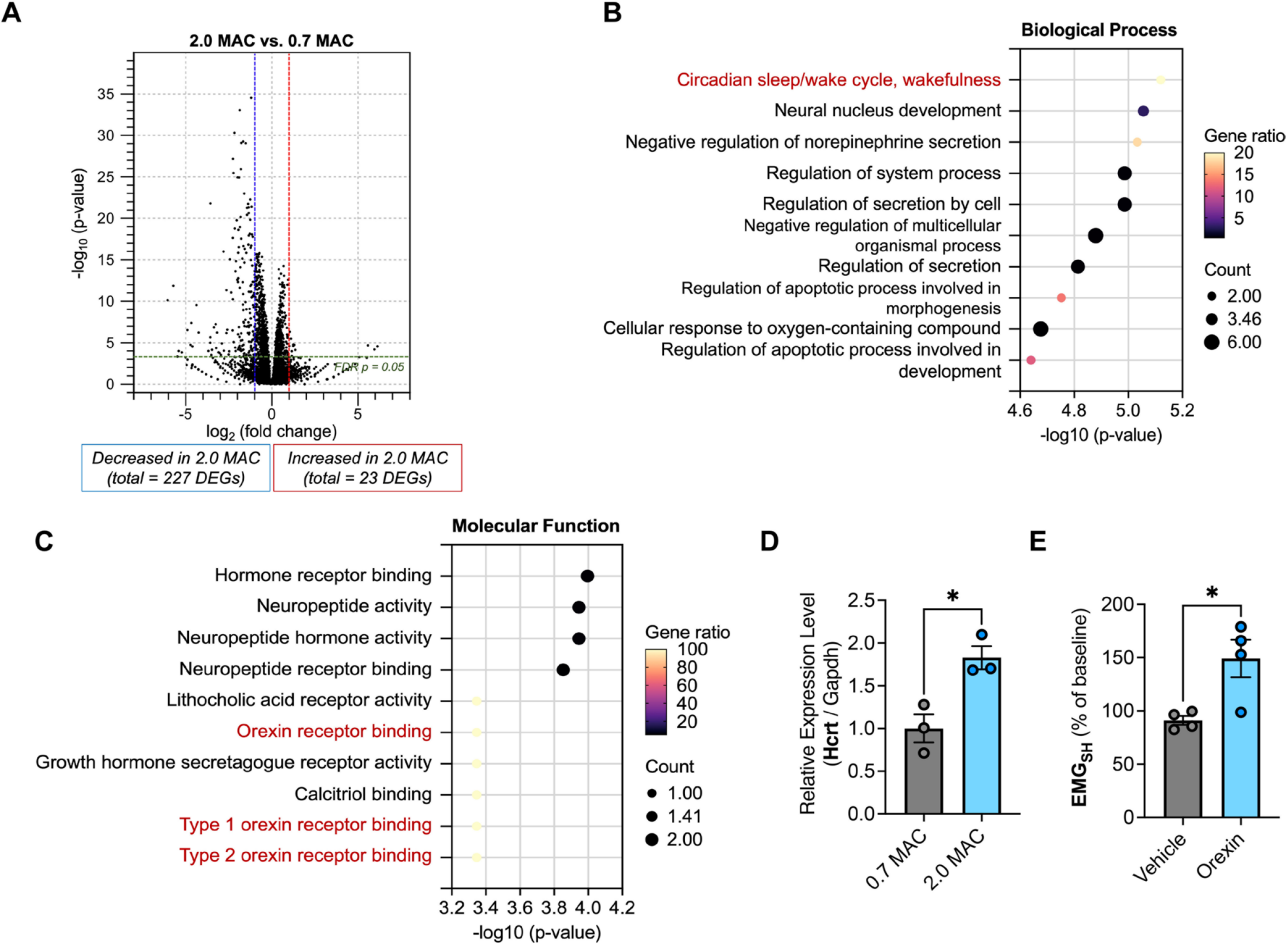
Effects of intracerebral orexin administration on the activity of suprahyoid muscle (SHM). (A) Volcano plot of DEGs comparing the 0.7 MAC and 2.0 MAC sevoflurane groups. (B, C) Gene ontology (GO) enrichment analysis (biological processes (B) and molecular functions (C)) of upregulated DEGs between two groups. (D) Expression of the *Hcrt* gene among the control group, 0.7 MAC and 2.0 MAC sevoflurane groups. The values represent the mean ± standard error of the mean (SEM) (*n* = 3 per group). Statistical analyses were conducted using unpaired two‐tailed Student's *t*‐tests, with *p < 0.05. (E) EMG activity with/without the orexin in 0.7 MAC sevoflurane groups. The values represent the mean ± SEM (*n* = 4 per group). Statistical analyses were conducted using unpaired two‐tailed Student's *t*‐tests, with *p < 0.05.

The hypothalamus is known as the center for defense response and modulates respiration in response to stressors [10]. Moreover, a hypothalamic neuropeptide precursor protein, orexin, is synthesized by neurons in the lateral hypothalamus and has a critical role in regulating sleep–wake cycles, energy balance, and stress responses [11]. As *Hcrt* was identified as a candidate gene associated with gasping‐like respiration, we investigated the effects of intracerebroventricular (ICV) orexin administration on respiratory parameters and SHM activity, which are essential for maintaining upper airway patency during gasping‐like respiration. To assess orexin's impact on upper airway muscle activity, we measured integrated SHM electromyographic activity (EMG_SH_). Very interestingly, ICV administration of orexin significantly increased EMG activity compared to vehicle administration under 0.7 MAC sevoflurane (Figure 2E and Table S3). These results indicate that orexin enhances SHM activity, which highlights its critical role in supporting gasping respiration under life‐threatening conditions.

It has been reported that orexin receptors are present in the hypoglossal nucleus and orexin may directly stimulate neuronal firing, promoting the activity of the genioglossus muscles, one of the dilator muscles of the airway [12]. On the other hand, orexin antagonizes the propofol, remifentanil, or sevoflurane‐induced respiratory depression [13]. Recent advancements in potent orexin agonists have demonstrated promising potential in enhancing respiratory function and mitigating opioid‐induced respiratory depression [14]. Notably, these agonists may facilitate gasping respiration, suggesting potential therapeutic applications in resuscitation efforts. Although gasping has traditionally been regarded as a prognostic marker rather than a direct therapeutic target, our findings suggest that enhancing or preserving gasping physiology could serve as an adjunctive strategy to maintain brainstem‐driven respiration and improve resuscitation outcomes when combined with conventional cardiopulmonary resuscitation and respiratory support.

## Author Contributions

Y.I.‐T., J.‐D.K., Y.K., and K.T. conceived and designed the study. Y.I.‐T., J.‐D.K., S.T., H.J., D.H., Y.K., T.N., Y.O., and T.H. performed the material preparation, data collection, and analysis. Y.I.‐T., Y.K., T.K., T.S., and K.T. provided reagents, materials, and analytical tools. Y.I.‐T., J.‐D.K., Y.K., and K.T. wrote the manuscript. All authors approved the final version of the manuscript.

## Funding

This work was supported by grants from the Japan Society for the Promotion of Science (JSPS) through the Initiative for Realizing Diversity in the Research Environment; the Ministry of Health, Labour and Welfare (MHLW), Japan, through the Intractable Respiratory Diseases and Pulmonary Hypertension Research Group (Grant Numbers 20FC1027 (to KT) and 23FC1031 (to KT)); JSPS through the Grants‐in‐Aid for Scientific Research (KAKENHI) program (Grant Numbers 19K07314, 25K11472 (to YI‐T), 24K11336 (to DH), and 24K08827 (to J‐DK)); and the Japan Agency for Medical Research and Development (AMED) through AMED‐CREST (Grant Number JP21gm1410010 (to J‐DK)).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** fba270081‐sup‐0001‐Supinfo.pdf.

## Data Availability

All data required to evaluate the conclusions of the paper are presented in this study or upon reasonable request from the corresponding authors. All raw data files for the RNA‐seq analysis were deposited in the NCBI for Biotechnology Information Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo; accession number: GSE291020).

# Supplementary material for: Increased Orexin by High Concentration of Sevoflurane Enhances the Suprahyoid Muscle Activity Involves in Gasping‐Like Respiration of Mice
**Source:** FASEB Bioadv. 2026 Jan 21;8(1):e70081. doi: 10.1096/fba.2025-00272
**Supplement:** Supplementary file 1 — Data S1: fba270081‐sup‐0001‐Supinfo.pdf.

Supplementary Information

Increased orexin by high concentration of sevoflurane enhances the suprahypoid muscle activity involves in gasping-like respiration of mice

Yoko Irukayama-Tomobe, Jun-Dal Kim[#], Hisayo Jin, Saki Taiji, Tsuyoshi Nemoto, Dai Horiuchi, Yunosuke Ogata, Tomoya Hamamura, Tomoko Misawa, Takashi Kanbayashi, Takashi Nishino, Shiroh Isono, Takuji Suzuki, Yoshitoshi Kasuya, Koichiro Tatsumi[#]

Supplementary Tables S1-S3

Table S1. Effects of different sevoflurane concentrations on respiratory parameters and EMG_{SH} activity

	Baseline	0.7 MAC sevoflurane	2.0 MAC sevoflurane
**TI** (msec)	119 [115-122]	116 [115-117]	142 [136-148] * ^δ
**TE** (msec)	318 [301-323]	335 [326-346]	1810 [1644-1981] * ^δ
**fR** (bpm)	138 [135-145]	135 [130-138]	31 [28-34] * ^δ
**Vt** (ml)	0.29 [0.25-0.33]	0.31 [0.29-0.34]	0.71 [0.70-0.72] * ^δ
**Gasping Vt** (%baseline)	100	110 [103-113]	254 [215-286] *
**Vt / TI** (ml/sec)	2.44 [2.21-2.72]	2.77 [2.59-2.88]	5.11 [4.92-5.23] * ^δ
**TI / Ttot**	0.27 [0.27-0.28]	0.25 [0.25-0.26] #	0.07 [0.06-0.08] * ^δ
**VI** (ml/min)	40.8 [37.8-44.6]	40.7 [39.5-42.3]	21.9 [20.0-23.8] * ^δ
**Time to peak** (% TI)	65 [64-66]	67 [65-68]	52 [52-54] * ^δ
**Integrated EMGSH**<br>(mV·sec)	0.09 [0.05-0.13]	0.08 [0.05-0.10]	0.36 [0.19-0.57]
**Gasping EMGSH**<br>(% baseline)	100	91 [85-97]	487 [407-575] ^δ

* $p < 0.05$, compared with the values during eupnea served baseline (0.7 MAC sevoflurane)

^δ $p < 0.05$, compared with the values during vehicle (0.7 MAC sevoflurane)

$p < 0.05$, baseline (0.7MAC sevoflurane) vs vehicle (0.7 MAC sevoflurane)

Gasping V_T and Gasping EMG_{SH} are expressed as percentages of the baseline, while the V_T and integrated EMG_{SH} value during eupnea served as the baseline.

Table S2. The expression level of identified 23 upregulated DEGs

Gene name	Fold change	FDR p-value correction	0.7 MAC_1 - RPKM	0.7 MAC_2 - RPKM	0.7 MAC_3 - RPKM	2.0 MAC_1 - RPKM	2.0 MAC_2 - RPKM	2.0 MAC_3 - RPKM
RP23-276M23.6	69.9617356	0.00149045	0	0	0	2.00321183	0.25834205	0
Gm21985	61.9919884	0.0031752	0	0	0	0	0.57500732	0
Gm13304	47.4520389	0.00117707	0	0.87702471	0	2.42311281	1.55671037	3.07950443
Gm28539	45.2359536	0.02239778	0	0	0	0.21939653	0	0.45664721
Gm9520	33.8124266	0.01901365	0	0	0	0.15664177	0.22606034	0.15525276
Vdr	4.56049857	0.03499008	0.02506267	0.01856055	0	0.06947686	0.05013338	0.10329118
Gm19345	3.17785424	0.02378517	0.2852046	0.26401585	0.40224146	0.98827864	0.74165093	0.73463638
Gm21119	2.8957572	0.02138868	0.22459014	0.6237139	0.49492685	0.85606404	1.66223369	1.00274079
Ghsr	2.54712717	0.00355512	0.08518179	0.13010806	0.06757711	0.29516827	0.2683657	0.21941317
Gm26673	2.45797153	0.00105353	0.22363689	0.60553994	0.62096099	1.04616479	1.00652747	1.20970269
Pmfbp1	2.40064563	0.03149691	0.13137033	0.07296625	0.08337582	0.34596629	0.29957242	0.13535466
Tlr2	2.39043355	0.020728	0.15660704	0.12177666	0.11595804	0.41242763	0.22555032	0.38725623
Lncenc1	2.35834257	0.0009285	0.18588842	0.23826211	0.16637699	0.45584764	0.48052717	0.5451131
Phox2b	2.34857642	0.00134239	0.10359695	0.17262074	0.23286139	0.50257155	0.40409293	0.38692865
A330033J07Rik	2.23688661	0.01573393	0.26481912	0.20003822	0.20168491	0.45514933	0.47039423	0.30559291
Prrxl1	2.22884747	0.01485663	0.14716977	0.11889694	0.15567189	0.31525192	0.33720667	0.35840593
Pitx2	2.22412466	0.00480423	0.20527909	0.12826908	0.14928253	0.53349317	0.36956165	0.29081936
Pgr15l	2.18822961	0.00027147	0.1930526	0.15596519	0.17635921	0.34056019	0.48446424	0.40685662
A230065H16Rik	2.15526986	0.03580455	0.8453975	0.54781319	0.81971706	1.75766094	1.09919309	2.25018027
Hrt	2.15384527	0.00023285	2.45774774	1.61010897	1.19987713	4.80416893	4.61374363	2.98680201
Pax2	2.05629504	4.5338E-05	0.27924636	0.32958784	0.22153398	0.60477025	0.70171904	0.53047565
H2-T23	2.03433717	0.01957992	0.7842386	0.72597506	0.74313378	1.24552528	1.15693754	1.14470029
Crh	2.01162978	0.00136864	0.82244795	0.51639101	0.90778583	1.53647381	1.71668852	1.62109761

Table S3. Effects of orexin on respiratory parameters and EMG_{SH} under 0.7 MAC sevoflurane

	**Baseline (Vehicle)**	**Orexin icv**
**TI** (msec)	121 [120-122]	118 [108-126]
**TE** (msec)	363 [341-371]	383 [365-409]
**fR** (bpm)	124 [122-130]	119 [113-125]
**Vt** (ml)	0.30 [0.29-0.31]	0.33 [0.28-0.38]
**Gasping Vt**<br>(%baseline)	100	111 [100-118]
**Vt / TI** (ml/sec)	2.45 [2.39-2.59]	2.87 [2.56-3.18]
**TI / Ttot**	0.25 [0.25-0.27]	0.24 [0.22-0.26]
**VI** (ml/min)	39.6 [36.1-42.6]	37.1 [32.2-44.1]
**Time to peak** (%TI)	67 [66-69]	66 [65-69]
**Integrated EMGSH**<br>(mV·sec)	0.13 [0.10-0.16]	0.20 [0.17-0.21]
**Gasping EMGSH**<br>(% baseline)	100	159 [139-169] *

* $p < 0.05$, compared with the values during eupnea served baseline (Vehicle). Gasping V_T and Gasping EMG_{SH} are expressed as percentages of the baseline, while the V_T and integrated EMG_{SH} value during eupnea served as the baseline.

How the deposited data were processed for this re-analysis (not part of the article)

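RNA from 9 brain tissue libraries, 3 each of control mice, mice at 0.7 MAC sevoflurane and mice at 2.0 MAC sevoflurane, was analyzed from the deposited table of reads per gene. The authors mapped the reads to GRCm38/mm10, counted them per gene and computed RPKM in CLC Genomics Workbench, and the table also holds their own fold changes and p-values from the EDGE test with tagwise dispersions. The authors' fold change is a signed score, deposited with a fall written as minus the fold, and it was used only to compare counts of called genes and the fold changes of Table S2. The submitters' processing notes name the builds GRCm38 and mm10, and the annotation release behind the counts is not given in the sources used here. The table has 198 columns of per-sample values, of which 139 were not used.

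The values taken as the main measure were whole-number exon-based reads per gene, which equal the unique exon reads plus the exon-exon reads that are not unique. This column was chosen after a few genes and the authors' counts had been seen but before any test, and the planned wording of the alternatives had named total gene reads, so total gene reads were run as an alternative. Exon-based reads summed to 5321491 to 7178568 per library (median 6382725) and total gene reads to 14458778 to 20032516 (median 18150265).

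Counts were analyzed in edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr at a minimum count of 10, library sizes were scaled by TMM, and all 9 libraries were fitted together with the 3 groups as the only factor. The groups were compared pairwise with edgeR's quasi-likelihood test, and adjusted p-values are Benjamini-Hochberg values over the 14140 tested genes. The named genes follow a rule: in each comparison the 10 highest and 10 lowest differentially expressed genes with a mean of at least 1 CPM and groups that do not overlap (10% of all genes by chance), Hcrt, Gapdh and the orexin receptors, the 23 genes of Table S2, whose values were seen in the paper, and of each gene list up to 4 members with the smallest adjusted p. Which of these to print was chosen after their values were seen. The comparisons, tests, named-gene rule, 41 gene lists and the alternatives, apart from those named as added, were fixed before the data were examined. Lists with at least 5 tested members were tested with camera at a preset correlation of 0.01 between genes, adjusted over the 40 lists of each comparison that have them, and again with the correlation estimated for each list and with fry. Of the 39 lists other than Table S2, camera called 13 higher and 5 lower between 2.0 MAC and 0.7 MAC, between 0.7 MAC and control 7 and 13, and between 2.0 MAC and control 14 and 4. With an estimated correlation 1 call was left, the angiogenesis list between 2.0 MAC and control, and the lowest adjusted p of the other comparisons was 0.0887 and 0.0569. Fry called 17 of the 39 lists between 2.0 MAC and 0.7 MAC, 9 between 0.7 MAC and control and 13 between 2.0 MAC and control. Neuropeptide precursors among upregulated genes were counted with a two-sided Fisher's exact test, and the ratio of Hcrt to Gapdh reads was compared with a two-sided exact permutation test. Intervals of medians are 95% bootstrap intervals over genes from 10000 resamples.

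The same steps were tested on simulated data with 200 changed genes. Simulated genes were called at an adjusted p under 0.05 at any fold, without the 2-fold threshold. Simulated changes of 1.5, 2, 3 and 4-fold were called in 68%, 82%, 98% and 96% of genes between 2.0 MAC and 0.7 MAC. There were 18 false calls among 190, and 7 among 184 and 8 among 185 in the comparisons with control. The 18 among 190 are a larger share than the 0.05 that the threshold aims at. Of 40 simulated gene lists, the 10 shifted ones were called and 0 of the 30 others were called by camera. The simulated genes varied independently of each other. This check therefore does not cover lists whose genes move together, such as the striatum list, with an estimated correlation of 0.62. Replicate numbers did not pair the libraries: correlations of residuals between libraries of the same number lay between -0.211 and -6.85e-05, and 0 of 9 pairs exceeded 0.1. No library was a copy of another of its group, with a chi-square per degree of freedom of 1.54 to 4.84 between libraries of a group.

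The alternatives were DESeq2 1.42.0, upper-quartile scaling, library totals without TMM, no filter, a stricter filter, the likelihood ratio test, the 6 libraries compared alone, a replicate block, limma 3.58.1 on log2 RPKM with pseudocounts of 0.1 and 1, unique gene reads, any fold, glmTreat against a fold of 1.2, and each library left out in turn. Total gene reads, the exact test of edgeR, robust dispersions and a covariate for cortex and striatum genes were added after the data were seen, and a fit with robust dispersions had been run once before the planned one. Enrichment of the authors' ontology terms was not repeated, because their gene sets were not at hand. The quantitative PCR and the muscle recordings have no values in the table, so no values are given for them. Results for some genes are not reported here.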

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

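The endothelial test, the divisions of the control libraries, the fit with a covariate for cortex and striatum genes, the intron comparison over further gene sets and the counts of shared genes with a library left out were chosen after the results were seen.

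Markers of the cerebral cortex and hippocampus (median log2 fold change -1.56) and striatum (-1.09) were lower after 2.0 MAC than at 0.7 MAC, and markers of the hindbrain (0.83) and oligodendrocytes (0.50) were higher, in genes that the paper does not discuss. A fall in transcription that lasted to the end of the exposure would lower intron reads, mostly of unspliced RNA, further than exon reads. Over 150 downregulated genes the intron log2 fold change instead exceeded the exon one by a median of 0.44 (95% interval 0.37 to 0.50). The interval also lay above -0.2 over 90 genes chosen by intron reads (0.03, -0.12 to 0.19) and over 49 genes of the fixed lists (0.27, 0.11 to 0.42). These values show no further fall of intron reads. Over 8 genes at least 2-fold higher, also chosen by exon reads, the median difference was -0.53 (-0.82 to -0.29). Over 42 genes higher in both sevoflurane groups than in control it was -0.11 (-0.19 to -0.06) after 2.0 MAC and -0.09 (-0.33 to 0.03) at 0.7 MAC. Intron reads that move less in either direction would raise the difference of falling genes whatever the cause, so a lasting fall is not excluded. The values also cannot judge a fall under 2.0 MAC that ended during the 90 min at 0.7 MAC that followed. Less forebrain tissue in the dissected 2.0 MAC pieces was to show as a difference within 0.2 of 0, and 0.44 lies outside this, but by design choosing genes by their exon fall raises this difference, and choosing them by their intron fall lowers it, so neither the 0.44 nor the 0.03 decides. With the interval over the fixed lists, chosen by neither, on both sides of 0.2, less forebrain tissue and a change of RNA within forebrain cells cannot be told apart. A biological effect of the dose on the stability of mature RNA stays open and was not tested.

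Hcrt was higher after 2.0 MAC than at 0.7 MAC by a log2 fold change of 1.11, and the other 21 tested genes of the hypothalamus list had a median of 0.54 (95% interval 0.32 to 0.68), with 1 of them above Hcrt. Less forebrain tissue in the 2.0 MAC pieces would lower the change of Hcrt once forebrain genes are a covariate, and it went from 1.11 (standard error 0.25) to -0.65 (standard error 0.74), but the groups take 92.7% of the variance of that covariate, so this explanation and the dose cannot be told apart. More lateral hypothalamus in the 2.0 MAC pieces would raise Pmch as much as Hcrt, and the log2 fold change of Pmch was 0.95, lower than that of Hcrt by 0.16 (standard error 0.28), which is consistent with it. Of the 34 genes of the hypothalamus list 17 are in another list and 2 in Table S2, and its median had been seen before the covariate was tested. An effect of the dose on Hcrt itself stays open, because no value here separates it from the extent of the dissected tissue.

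At any fold, 49 genes were higher in both sevoflurane groups than in control, among them Apold1, Klf4, Maff and Cdkn1a, in comparisons whose gene counts the paper does not give (29 without control replicate 3, 23 without 0.7 MAC replicate 1, 101 without 0.7 MAC replicate 3, 5 with the covariate and 178 with unique gene reads). Chance values shared through the same control libraries would give few such genes: independent lists of the same lengths would share 4.199, and unchanged groups shared at most 0 by edgeR over 20 simulations. The log2 fold changes had a covariance of 0.049 over all genes, against at most 0.018 in the simulations, though their correlation of 0.46 was not above the simulated mean of 0.50. Without control replicates 1 and 2, 42 and 35 genes were left. These values argue against chance alone as the source of the set. They do not show which of the 49 genes changed in both groups, and the simulated genes varied independently of each other. Division of the control libraries between the comparisons left 1 library in 1 of them, so its counts decide nothing. Genes higher in both exceeded what independent lists share in all 6 divisions and the genes called in opposite directions in 5, where the test asked for all 6. A larger share of endothelial cells would raise the endothelial list, but its median was -0.23 (95% interval -0.38 to -0.08) at 0.7 MAC and -0.020 (-0.37 to 0.14) after 2.0 MAC, below the 0.5 it would need, and its abundant gene Flt1 had log2 fold changes of 0.08 and 0.09, Fn1 of -0.05 and 0.13 and Ptprb of -0.34 and -0.24. All 30 genes of that list were tested, and 6 are in another list. Of the 30 genes, 1 rose and 6 fell at 0.7 MAC, and 4 rose and 6 fell after 2.0 MAC. Adgrl4 was among those that rose, at 0.73 and 0.77. An effect of sevoflurane, of intubation, of added oxygen, of warming or of lying still is left as a hypothesis that these libraries cannot separate. The paper's methods describe hyperoxia and a heating pad for anesthetized mice. The control mice were kept without sevoflurane and moved freely, and whether they were intubated is not stated. The paper also does not state whether they breathed added oxygen.

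Between 0.7 MAC and control 46 genes were differentially expressed, 39 higher and 7 lower, counts the paper does not give (22 and 18 higher without control replicates 2 and 3, 19, 22 and 94 higher without replicates 1, 2 and 3 of 0.7 MAC, 11 lower without control replicate 1, and 4 and 3 lower without replicates 1 and 2 of 0.7 MAC). After 2.0 MAC 192 genes were differentially expressed, 54 higher and 138 lower, against control, counts the paper also does not give (35 higher and 88 lower without control replicate 1). For these counts and the 204 genes between 2.0 MAC and 0.7 MAC, 10 splits of the 6 libraries are too few for a share under 0.05, and the highest number in any other split, called by edgeR, was 0 and 0 against 46 and 192, and 9 against 204.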

How the results depend on the processing

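The covariate for cortex and striatum genes, total gene reads, the exact test and robust dispersions were chosen after the data were seen. Hcrt was higher after 2.0 MAC than at 0.7 MAC at an adjusted p under 0.05 in every alternative except the covariate, with log2 fold changes of 0.90 to 1.42 when a library was left out. The upregulated genes rest on few reads, 18 to 61 per library for Hcrt, and a single library moves several counts. Except where a cause is given, the cause was not tested.

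Between 2.0 MAC and 0.7 MAC, the upregulated count of 18 became 9 with DESeq2, 31 without a filter, 30 with the likelihood ratio test, 7 and 0 with limma at pseudocounts of 0.1 and 1, 8 with glmTreat, 845 at any fold and 9 to 22 with a library left out (9 and 11 without 2.0 MAC replicates 1 and 2). The downregulated count of 186 became 42 with limma at a pseudocount of 1, 1235 at any fold and 158 to 207 with a library left out. A pseudocount of 1 shrinks the folds of genes with low RPKM, and limma had 0 genes 2-fold higher even at an unadjusted p under 0.05. With the covariate, edgeR called 0 and 0, against 126 and 162 at an unadjusted p under 0.05. No filter tests more genes, glmTreat asks for more than the fold, and any fold drops the fold threshold.

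Between 0.7 MAC and control, the count of 39 higher became 130 without a filter, 76 with the likelihood ratio test, 15 and 4 with limma, 79 with unique gene reads, 71 with the exact test, 20 with glmTreat, 125 at any fold and 18 to 94 with a library left out (22 and 18 without control replicates 2 and 3, 19, 22 and 94 without 0.7 MAC replicates 1, 2 and 3). The count of 7 lower became 22 without a filter, 19 with the likelihood ratio test, 0 with limma at a pseudocount of 1 (0 also at an unadjusted p under 0.05), 23 with unique gene reads and with total gene reads, 17 with the exact test, 11 with the covariate, 3 with glmTreat, 105 at any fold and 3 to 11 with a library left out (11 without control replicate 1, 4 and 3 without 0.7 MAC replicates 1 and 2).

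Between 2.0 MAC and control, the count of 54 higher became 96 without a filter, 11 with limma at a pseudocount of 1, 104 with unique gene reads, 95 with total gene reads, 5 with the covariate, 31 with glmTreat, 475 at any fold and 35 to 70 with a library left out (35 without control replicate 1). The count of 138 lower became 91 and 28 with limma, 908 at any fold, 88 to 159 with a library left out (88 without control replicate 1) and 0 with the covariate by edgeR, against 107 at an unadjusted p under 0.05.

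Of the 23 Table S2 genes, 17 were called in the main analysis, 9 with DESeq2, 7 and 0 with limma, 8 with unique gene reads, 6 with total gene reads, 0 with the covariate, 8 with glmTreat and 7 to 16 with a library left out (8, 9 and 8 without 0.7 MAC replicates 1, 2 and 3, 7 and 8 without 2.0 MAC replicates 1 and 2). The odds ratio of neuropeptide precursors has no value with the covariate and with limma at a pseudocount of 1, which left no upregulated genes, was 34.3 to 102 with a library left out, and otherwise lay between 28.0 without a filter and 181 with limma at a pseudocount of 0.1 (56.6 in the main analysis, 129 with DESeq2, 151 with glmTreat), apart from 6.91 at any fold.

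The number of called lists between 2.0 MAC and 0.7 MAC became 1 higher and 3 lower with the covariate, and 0 and 0 with an estimated correlation. In the same comparison fry, which asks another question, called 17 of 39 lists. Between 0.7 MAC and control the number became 0 and 0 with an estimated correlation and 3 and 6 with fry. Between 2.0 MAC and control the higher lists became 9 with limma at a pseudocount of 0.1, 3 with the covariate, 1 with an estimated correlation and 7 with fry, and the lower lists became 7 without a filter, 0 with an estimated correlation and 2 to 4 with a library left out (2 without 2.0 MAC replicate 1). The exact test and glmTreat have no list tests. For the counts of 0, camera with the preset correlation gave 13 and 5, 7 and 13, and 4.

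With the covariate, Hcrt between 2.0 MAC and 0.7 MAC became -0.65 (adjusted p = 0.999, against 9.81e-06 to 0.0349 in the other alternatives). The medians of lists between 2.0 MAC and 0.7 MAC reversed to 0.18 for immediate early genes and 0.0025 for the striatum, the direction of camera turned to lower for the pituitary list, with a median of -0.069 before and -0.36 with the covariate, and it turned to lower without a call for the midbrain list, with a median of 0.094. Between 2.0 MAC and control they reversed to -0.19 for Table S2, -0.62 for the cerebellum, 0.15 for the cortex, -0.11 for heat shock, -0.010 for the hypothalamus, -0.23 for the midbrain, -0.23 for monoaminergic neurons and -0.041 for the thalamus, and for the oligodendrocyte list, at 8.8e-04, the direction of camera turned to lower without a call. Genes between 2.0 MAC and 0.7 MAC reversed to 0.034 for Emx1, 0.071 for Fam19a1, -0.86 for Ghsr, -0.48 for Pax2, 0.010 for Pde10a, 0.19 for Pdyn, 0.13 for Penk, -0.078 for Slc6a5 and 0.35 for Tbr1, which was 0.46 between 2.0 MAC and control. The groups take 92.7% of the variance of the covariate, and its value was lower in every 2.0 MAC library than in the other libraries. Emx1, Pde10a, Penk, Tbr1 and the cortex and striatum lists are part of the covariate, so the loss of their fall follows from its construction. The mitochondrial gene mt-Co2, at -1.46 between 0.7 MAC and control, became 0.021 and 0.021 with limma and 0.025 with total gene reads.

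Of 2874 results of gene lists under an alternative, 2566 were the same, 115 became stronger, 180 weaker and 13 reversed. Of 2291 results of named genes, 2088 were the same, 7 became stronger, 183 weaker and 13 reversed.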

Differences from the paper's values

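The numbers of upregulated, downregulated and all differentially expressed genes and the fold changes of Table S2 genes that could be compared did not differ from the paper's by over 1.5 times in the main analysis. The paper lists 6 genes as upregulated in Table S2 that were not called here. RP23-276M23.6, Gm13304, Gm28539, Gm9520 and Vdr, with 28, 24, 29, 16 and 43 reads over the 9 libraries, were below the filter on low counts, and each was called without a filter, an alternative set before the data were examined. Gm21985, with 55 reads, had an adjusted p = 0.0855. It was called without a filter, with the likelihood ratio test and without 2.0 MAC replicate 3, all set before the data were examined, and with the exact test, which was chosen after seeing the values and drops the same 5 genes below the filter. The fold change of Gm21985, 61.4 in the main analysis, was 1.00 without 2.0 MAC replicate 2 and 0.73 with unique gene reads, and with unique gene reads those of Gm28539, Gm9520 and Vdr were 0.944, 1.35 and 1.63. Without a filter all 23 genes of Table S2 were called. The authors' deposited p-values and fold changes give, at the same thresholds, 70 higher and 15 lower genes between 0.7 MAC and control and 64 and 150 between 2.0 MAC and control, against 39 and 7 and 54 and 138 here, of which 39 and 7 and 47 and 135 are shared. The paper's table prints Hrt for the gene whose values are those of Hcrt.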

Other observations

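The bound on Gh and the comparison of single libraries were chosen after the values were seen.

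Several genes of early response and of the vessel wall were higher in both sevoflurane groups than in control. Apold1, an early response gene of endothelial cells, was at 6.84 ± 0.775 CPM in control, 37.8 ± 13.2 CPM at 0.7 MAC and 38.1 ± 11.5 CPM after 2.0 MAC (SD, n = 3 libraries each), log2 fold changes against control of 2.46 (standard error 0.27, adjusted p = 1.64e-04) and 2.47 (standard error 0.27, adjusted p = 2.75e-05). The transcription factor gene Klf4 had log2 fold changes of 2.22 and 2.39, Maff of 2.63 and 2.74, Cyr61, a secreted matrix protein gene, of 1.94 and 2.30, and Plaur, the urokinase receptor gene, of 3.37 and 3.63. Epha2, an ephrin receptor gene, had 2.37 and 2.76. Of 24 genes of angiogenesis and vascular response, 5 rose at 0.7 MAC (7 higher and 4 lower when adjusted over the list alone), with a median of 0.18 and a camera adjusted p = 2.28e-07 (adjusted p = 0.0569 with an estimated correlation), and 7 rose after 2.0 MAC (8 higher and 2 lower when adjusted over the list alone), with a median of 0.14 and a camera adjusted p = 2.01e-08 (adjusted p = 0.0431 with an estimated correlation). Of the 26 genes of that list 13 are in another list. Of 30 endothelial genes, 1 rose and 6 fell at 0.7 MAC (2 higher and 10 lower when adjusted over the list alone), with a camera adjusted p = 1.35e-05 in the lower direction (adjusted p = 0.0791 with an estimated correlation), and 4 rose and 6 fell after 2.0 MAC (6 higher and 11 lower when adjusted over the list alone), with a camera adjusted p = 0.593. Among them Adgrl4 rose by 0.73 and 0.77, and the transporters Slco1a4 (-0.68 and -0.68) and Slco1c1 (-0.45 and -0.72) fell.

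Immediate early genes moved in both directions against control. Npas4, a transcription factor gene switched on by neuronal activity, had log2 fold changes of -1.10 at 0.7 MAC (standard error 0.17, adjusted p = 0.00354) and -1.73 after 2.0 MAC (standard error 0.18, adjusted p = 2.60e-05), and Egr2 had -1.59 and -2.01. Of 38 immediate early genes, 12 rose and 3 fell at 0.7 MAC (19 higher and 5 lower when adjusted over the list alone), with a median of 0.33 and a camera adjusted p = 6.17e-16 (adjusted p = 0.0902 with an estimated correlation). After 2.0 MAC 11 rose and 11 fell (13 higher and 16 lower when adjusted over the list alone), with a camera adjusted p = 0.568. Of 28 genes that respond to glucocorticoids, 7 rose at 0.7 MAC (17 higher when adjusted over the list alone), among them Fkbp5 at 0.53 and Cdkn1a at 1.05, with a camera adjusted p = 5.52e-16 (adjusted p = 0.118 with an estimated correlation). After 2.0 MAC 15 rose (18 higher when adjusted over the list alone), among them Cdkn1a at 1.34, Arrdc2 at 1.30 and Tsc22d3 at 0.63, with a camera adjusted p = 3.66e-13 (adjusted p = 0.228 with an estimated correlation). Of 23 genes of the circadian clock, 1 rose and 2 fell after 2.0 MAC (1 higher and 2 lower when adjusted over the list alone), Npas2 at -0.69 and Per2 at -0.39, with a camera adjusted p = 0.856. Of 27 genes of heat shock and the unfolded protein response, 1 rose at 0.7 MAC, Hspa1b at 1.41 (2 higher when adjusted over the list alone), with a camera adjusted p = 0.0114 (adjusted p = 0.293 with an estimated correlation), and 3 rose after 2.0 MAC, among them Atf3 at 2.09 (4 higher when adjusted over the list alone), with a camera adjusted p = 0.00343 (adjusted p = 0.407 with an estimated correlation). Tbr1 (-2.52), Igfn1 (-3.11) and Sh3rf2 (-2.61) were lower after 2.0 MAC than in control. Of 28 cortex and hippocampus genes 1 rose and 16 fell against control (1 higher and 20 lower when adjusted over the list alone), with a median of -1.21 and a camera adjusted p = 2.27e-25 (adjusted p = 0.131 with an estimated correlation). With the covariate of cortex and striatum genes, which the groups nearly determine, this median and the log2 fold change of Tbr1 turned positive. Tbr1 and the other genes of the cortex list are part of that covariate. Of 29 striatum genes 25 fell (27 lower when adjusted over the list alone), with a median of -1.19 and a camera adjusted p = 2.30e-67 (adjusted p = 0.0668 with an estimated correlation). Of 28 oligodendrocyte genes 9 fell at 0.7 MAC against control (22 lower when adjusted over the list alone), with a median of -0.32 and a camera adjusted p = 9.87e-26 (adjusted p = 0.118 with an estimated correlation). Region lists also differed between 0.7 MAC and control. The hypothalamus list had a median of -0.24 over 22 genes, none past the test of edgeR (4 lower when adjusted over the list alone). Its camera adjusted p was 0.0114 (adjusted p = 0.211 with an estimated correlation). The midbrain list had a median of -0.35 over 21 genes, of which 2 fell (2 higher and 3 lower when adjusted over the list alone). Its camera adjusted p was 0.0256 (adjusted p = 0.284 with an estimated correlation). Of 29 genes of the thalamus and habenula 5 fell (13 lower when adjusted over the list alone), with a median of -0.28 and a camera adjusted p = 1.86e-10 (adjusted p = 0.0902 with an estimated correlation), of 27 hindbrain genes 2 fell (5 lower when adjusted over the list alone), with a median of -0.31 and a camera adjusted p = 1.52e-04 (adjusted p = 0.204 with an estimated correlation), and of 14 genes of monoaminergic neurons 1 fell (6 lower when adjusted over the list alone), with a median of -0.36 and a camera adjusted p = 6.10e-06 (adjusted p = 0.203 with an estimated correlation). Of 28 cortex and hippocampus genes 2 rose at 0.7 MAC (8 higher when adjusted over the list alone), with a median of 0.26 and a camera adjusted p = 2.28e-07 (adjusted p = 0.211 with an estimated correlation). These lists, and the oligodendrocyte list, went the other way than between 2.0 MAC and 0.7 MAC. The same 0.7 MAC libraries stand on opposite sides of these comparisons, so opposite directions can arise without any change. Of 29 striatum genes 1 fell (2 lower when adjusted over the list alone), with a median of -0.27 and a camera adjusted p = 1.22e-07 (adjusted p = 0.268 with an estimated correlation), the same way as between 2.0 MAC and 0.7 MAC. Of 13 mitochondrial genes 1 rose and 1 fell at 0.7 MAC, with a median of -0.04 and a camera adjusted p = 0.696. After 2.0 MAC 1 rose and 2 fell, with a median of 0.06 and a camera adjusted p = 0.438. Among these genes, mt-Nd3 had 2.12 at 0.7 MAC and 2.37 after 2.0 MAC and mt-Co2 -1.46 at 0.7 MAC, which was 0.021 in both limma fits and 0.025 with total gene reads.

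In the 2.0 MAC group, of 9 sodium channel genes 1 rose and 1 fell against 0.7 MAC (2 higher and 3 lower when adjusted over the list alone), with a camera adjusted p = 0.761. Of 19 subunit genes of GABA-A and glycine receptors, targets of inhaled anesthetics, 5 rose and 4 fell (5 higher and 4 lower when adjusted over the list alone), with a camera adjusted p = 0.86. Of 27 genes of the response to hypoxia 2 rose and 4 fell (2 higher and 4 lower when adjusted over the list alone), with a median of 0.04, a mean of -0.01 and a camera adjusted p = 0.967. Of 23 choroid plexus genes 5 fell (7 lower when adjusted over the list alone), with a median of -0.45 and a camera adjusted p = 7.15e-04 (adjusted p = 0.512 with an estimated correlation). Their mean log2 CPM was 2.78, 3.58 and 3.40 in the 2.0 MAC libraries, lowest in replicate 1, and 3.95, 3.88 and 3.51 in the 0.7 MAC libraries. Of 12 olfactory bulb genes 1 rose and 2 fell (2 higher and 2 lower when adjusted over the list alone), with a median of 0.07 and a camera adjusted p = 0.525. Of 30 endothelial genes 3 rose (2 higher when adjusted over the list alone), with a median of 0.12 and a camera adjusted p = 0.0328 (adjusted p = 0.181 with an estimated correlation). Of 23 microglia and macrophage genes none passed the test of edgeR, with a median of -0.04 and a camera adjusted p = 0.65.

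Genes of the cerebellum, the pituitary and blood differed between libraries of the same group. The cerebellar gene Cbln3 was at 2.29, 2.05 and 4.87 CPM in the control libraries, 69.8, 187.2 and 2.15 in the 0.7 MAC libraries and 24.5, 13.4 and 86.0 in the 2.0 MAC libraries. Ppp1r17, a gene of Purkinje cells, was at 12.0, 19.1 and 0.613 CPM in the 0.7 MAC libraries, and Pcp2, another, at 5.29, 8.80 and 0.613. Of 24 cerebellum genes 4 rose at 0.7 MAC against control (19 higher when adjusted over the list alone), with a median of 0.64 and a camera adjusted p = 8.09e-14 (adjusted p = 0.204 with an estimated correlation). After 2.0 MAC 3 rose (8 higher when adjusted over the list alone), with a median of 0.66 and a camera adjusted p = 5.71e-05 (adjusted p = 0.514 with an estimated correlation). That median turned negative with the covariate of cortex and striatum genes. Gh, the growth hormone gene of the pituitary, had no reads in the control libraries, 47, 38 and 13 in the 0.7 MAC libraries and 3, 42 and 1 in the 2.0 MAC libraries. Against a floor of 3 reads over the control group, it was at least 31.5-fold higher at 0.7 MAC, and the reads after 2.0 MAC came mostly from replicate 2. Of 8 tested pituitary genes Gh alone rose at 0.7 MAC (2 higher when adjusted over the list alone), with a median of 0.13 and a camera adjusted p = 0.227, and after 2.0 MAC none passed the test of edgeR (2 higher when adjusted over the list alone), with a camera adjusted p = 0.140. The hemoglobin gene Hba-a2 was at 9.33, 9.13 and 1.38 CPM in the 0.7 MAC libraries and 1.31, 0.63 and 1.33 in the control libraries. Of 5 tested blood genes it alone rose at 0.7 MAC (2 higher when adjusted over the list alone), with a median of 2.05 and a camera adjusted p = 6.11e-04 (adjusted p = 0.203 with an estimated correlation), and after 2.0 MAC 1 fell against control (1 lower when adjusted over the list alone), with a camera adjusted p = 0.906.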
